A study of Drosophila melanogaster with 43 samples.

How the data were processed

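The series holds 43 libraries from adult fly ovaries: 11 of ribosomal RNA-depleted total RNA, 24 of chromatin immunoprecipitation (ChIP) and 8 of input DNA. Short hairpins were expressed with the MTgal4 driver. shW was the control hairpin, shSv210-1 and shSv210-2 were hairpins against Su(var)2-10, and shSmt3 was a hairpin against Smt3, the fly SUMO protein. The libraries fall into 23 groups by assay, hairpin and experiment, taken from the sample titles in the labels. Groups with replicates hold 2 libraries, and the first RNA set holds 1 library per hairpin. The protocol in the labels names a TruSeq kit for some RNA libraries and a NEBNext directional kit for the others; the TruSeq libraries were taken here to be the first RNA set, from the hairpins listed beside that kit.

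Each library comes with a pair of tables. In the first, the authors mapped reads to the dm3 build and summed them by RepeatMasker name; the settings in the file names were read here as allowing no mismatch and many hits per read. Its reads are deposited in the form of expected counts, which need not be whole (59.9 percent of them were not), because a read with several hits is shared between names. The same table gives RPKM computed by the authors with a depth of their own for each library. In the second, the authors deposited whole read counts in 168744 bins of 1 kb, from settings read here as keeping a read only if it has 1 hit, and RPKM relative to the total of that table. Names of RNA tables also record that reads matching ribosomal RNA had been removed, per the file names the authors gave. The aligner and its version are not stated. Because multi-mapping reads are shared, related names, such as the internal part and the terminal repeat of one element, are not independent, and reads of near-identical elements may be split between them.

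From the 534 repeat names, 316 simple and low-complexity names were left out by their form and 218 were kept. Those kept include polypurine, polypyrimidine and ribosomal RNA names. The total of the 1 kb table ran from 536788 to 26560754 reads per library. The relative depth behind the repeat-table RPKM was recovered from the quotient of expected count and RPKM and used as the library size of the repeat names; the bin totals were the library sizes of the bins. No further scaling was applied. Intervals and detection floors cover counting error only, since PCR copies are not independent molecules. A floor is 3 reads of the library total.

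The tests fixed before the data were examined were limma tests on log2(RPKM + 1), with a minimum mean RPKM of 1. The tables turned out to hold counts, so the main test became the edgeR quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on counts, with expected counts rounded to whole numbers, for the same libraries, groups and threshold. RNA values of repeat names lay mostly under 1 RPKM, so the filter for repeat names became a mean of at least 10 reads over the libraries of a fit (ChIP: over its inputs); bins kept the minimum mean RPKM of 1. Medians use log2 of depth-scaled reads after adding 0.5 reads, in place of log2(RPKM + 1). These changes were made after the scale of the values and the repeat read totals of the libraries had been seen. The planned limma 3.58.1 tests are reported beside the main ones. A feature counted as changed at a Benjamini-Hochberg adjusted p under 0.05.

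RNA comparisons were fitted on 8 libraries, the second Su(var)2-10 set and the Smt3 set, with a mean for each group. H3K9 comparisons were fitted on the 8 IP libraries of both experiments with their inputs. HP1, RNA polymerase II, H3K4 and H3K36 were each fitted on their own 4 IP libraries with inputs. Every IP was paired in the model with the input of the same experiment, hairpin and replicate number, and the tested effect was the change in the IP relative to its input. The difference between knockdowns was tested as an interaction contrast. Standard errors were taken from the log2 change and its F statistic. In the RNA and H3K36 fits of repeat names edgeR estimated an infinite prior weight, so every name received the pooled spread; their very small p-values rest on that pooling. In the H3K9 fit of repeat names the median dispersion was 0.128, against 0.00514 in the RNA fit.

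Replicate numbers come from the titles, in which the second library is numbered or called a repeat. Whether they pair libraries across hairpins was checked by correlating, over features, the deviations from the group mean of equally numbered libraries. Fits with the number as a block are given beside the fits without it. The blocked fit of a single ChIP antibody leaves 1 residual degree of freedom, and it was not tested on simulated data.

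The main design was tested on simulated counts with known changes. It recovered 162 of 200 changed bins in RNA with 4 false calls, and 95 of 200 in H3K9 with 5 false calls, among 20000 bins each. For repeat names it recovered 38 of 40 in RNA with 2 false calls and 34 of 40 in H3K9 with 1 false call. The simulated log2 changes were 1 or 2 in size, and the simulated dispersion was 0.02, below that of the H3K9 repeat-name fit. The dispersion of the H3K9 libraries themselves was not simulated, so their recovery is expected to be lower than this but was not measured. Smaller changes, such as the H3K9 medians of this series, were not covered.

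Repeat names were named in the text by a rule fixed before the data were examined: the 3 largest log2 changes among names with an adjusted p under 0.05 for which every knockdown library lay beyond every shW library, or, where none passed, the name with the smallest p. For bins the 2 largest changes by the same criteria were named. Bins enriched in H3K9 were chosen from the shW libraries of the other ChIP experiment, with a mean log2 IP/input of at least 1, so that no ChIP library served both for choosing and for comparing.

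Alternatives listed beforehand were the planned limma tests with a pseudocount of 1 or 0.1, no filter on low values, library medians made equal over bins, IP values without input, the replicate block, fits on the 4 libraries of a comparison, the first RNA set added, a minimum log2 change of 1, a stricter choice of enriched bins, and medians without each library in turn. Chosen after seeing the data were DESeq2 1.42.0, TMM factors over bins, the bin totals as depth of the repeat names, crossed pairs for Smt3 RNA, and fits of the 4 H3K9 libraries of an experiment with the replicate block. Tables that place genes on the dm3 build were not used here, so bins are given by position only, and the level of the targeted transcripts was not analysed here.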

Results

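The data describe RNA and chromatin in ovaries of flies in which Su(var)2-10 or Smt3 was knocked down with MTgal4-driven hairpins. Su(var)2-10 is named a SUMO ligase in the series title, Smt3 is the fly SUMO protein, and MTgal4 is a driver active in the female germline. The title states the question, whether Su(var)2-10 represses targets of piRNAs, small RNAs that guide silencing of transposable elements. Repeat names stand mostly for families of transposable elements and satellites, with LTR and internal (I) parts listed separately. Ribosomal RNA names such as LSU-rRNA_Dme are among them. The first RNA set had 1 library each of shW, shSv210-1 and shSv210-2, with 4760741 to 7899898 reads in the 1 kb table. The second had 2 libraries of shW and 2 of shSv210-2, with 11399924 to 18447186 reads, and the Smt3 set had 2 of shW and 2 of shSmt3, with 12787896 to 18958241 reads. ChIP against H3K9, H3K4, H3K36, HP1 and RNA polymerase II was done in 2 shW and 2 shSv210 replicates, and ChIP against H3K9 in 2 shW and 2 shSmt3 replicates, each with an input library. Inputs held 11560441 to 26560754 reads. H3K9 libraries held 4570272 to 14131906 reads. HP1 libraries ranged from 536788 to 9175963 reads and polymerase II libraries from 1199562 to 10315363, and in both the first replicate was the shallow one. H3K4 libraries held 3603564 to 8466430 reads and H3K36 libraries 2991354 to 15320721. No pair of replicates agreed within sampling noise; the lowest chi-square per degree of freedom was 1.58, for shW RNA of the Smt3 set. Over bins the log2 values of replicates correlated at 0.979 to 0.989 in RNA and at 0.567 and 0.607 in HP1. In the Smt3 experiment they correlated at 0.701 for the shSmt3 inputs, 0.697 for shSmt3 H3K9 and 0.778 for shW H3K9.

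The first comparison asked how RNA of repeat names changed on Su(var)2-10 knockdown in the second RNA set. Of 196 names with enough reads, 168 changed by the edgeR quasi-likelihood test, 159 up and 9 down. With the replicate number as a block 170 changed; the deviations of equally numbered libraries correlated at -0.01 over names, so the numbers showed no pairing. The largest shift came from the planned limma test on log2(RPKM + 1), in which 35 names reached the minimum RPKM and 26 of them changed, 24 up and 2 down. The fit with the first RNA set added left out the Smt3 libraries and pooled both hairpins as 1 effect. In it 147 names rose and 0 fell. BLASTOPIA_LTR, at -1.27 in the second set, was at 0.6 and 1.41 with hairpins 1 and 2 in the first. The falls were therefore not seen in both sets. The median log2 change over the 196 names was 1.43, with 1.38 in the first and 1.49 in the second replicate pair (SD 0.08, n = 2), and 90.8% of names rose.

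By the naming rule, the largest changes were those of Gypsy12_LTR, MDG3_I and BATUMI_I. Gypsy12_LTR rose from 0.159 ± 0.0314 to 13.6 ± 0.137 RPKM (SD, n = 2 each), a log2 change of 6.42 with a standard error of 0.15 and an edgeR adjusted p of 3.34e-212. MDG3_I rose from 0.235 ± 0.0152 to 15.8 ± 1.26 RPKM (SD, n = 2 each). Its log2 change was 6.08 with a standard error of 0.14 and an edgeR adjusted p of 5.84e-206. BATUMI_I rose from 0.0482 ± 5.94e-05 to 1.99 ± 0.0718 RPKM (SD, n = 2 each), a log2 change of 5.37 with a standard error of 0.14 and an edgeR adjusted p of 2.81e-187. In these 3 names the shW and knockdown libraries held 383 to 41194 reads, and the differences exceeded the spread between replicates.

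Among 31548 uniquely mapped 1 kb bins, 12908 changed in RNA on Su(var)2-10 knockdown by edgeR, 7765 up and 5143 down, and 13607 changed with the replicate block (correlation of equally numbered libraries 0.05). With the first RNA set added and both hairpins pooled, 4256 changed. A difference between hairpins adds to the spread of that fit, so the lower count does not measure reproducibility of 1 hairpin. With TMM factors 6453 rose and 6185 fell. With library medians over bins made equal, 6038 rose and 6650 fell. That setting centres the bins near 0, so it cannot test the balance of rises and falls. The excess of rising bins was smaller with TMM factors and absent with equal medians, so it is not independent of the scaling. The 2 bins with the largest changes, in dm3 coordinates, were 2R from 761001 to 762000 and 2LHet from 50001 to 51000. Neither had a read in the shW libraries of this set, whose floors were 0.218 and 0.163 RPKM. The sizes and standard errors of their log2 changes therefore depend on how the model handles a count of 0. They are read as large rises without a measured size. The 2R bin, chr2R_761001, reached 40.8 ± 1.61 RPKM (SD, n = 2) in the knockdown, a log2 change of 12.26 ± 0.35 (SE, edgeR adjusted p 7.41e-14). The 2LHet bin, chr2LHet_50001, reached 39.8 ± 2.13 RPKM (SD, n = 2), a log2 change of 12.23 ± 0.46 (SE, edgeR adjusted p 2.01e-12). Genes at these positions were not analysed here. By chromosome class, 24.38% of 30232 bins on the arms rose and 15.73% fell. Of 171 bins on unplaced sequence (U and Uextra), 76.61% rose, with a median log2 change of 3.69. Of 608 bins on the heterochromatic scaffolds (Het), 29.11% rose and 29.11% fell. Of 525 bins on chromosome 4, 16.38% rose and 35.62% fell, with a median log2 change of -0.22. All 12 mitochondrial bins fell, with a median log2 change of -8.26; mitochondrial reads were also scarce in shW libraries of the Smt3 experiment, where they made up at most 0.0101% of bin reads, and were not scarce in the knockdown libraries of the first RNA set (0.913% and 1.19%).

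The first RNA set has no replicates, so its differences have no replicate check and describe the libraries only. Over 182 names with enough reads, the median log2 difference from shW was 0.83 for hairpin 1, with 168 names up and 14 down. For hairpin 2 it was 1.24, with 173 up and 9 down. Across names the differences of the hairpins correlated at Pearson r 0.81 (Spearman 0.76); both are relative to the same shW library, so its error adds to this value. Those of hairpin 2 correlated with the second set, made with the same hairpin, at 0.63 (Spearman 0.54), and those of hairpin 1 at 0.42 (Spearman 0.39). Names are not independent replicates. With hairpins 1 and 2, Gypsy12_LTR differed by 3.58 and 6.45, MDG3_I by 0.89 and 3.69, and BATUMI_I by 1.83 and 3.49.

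**Figure D1:**
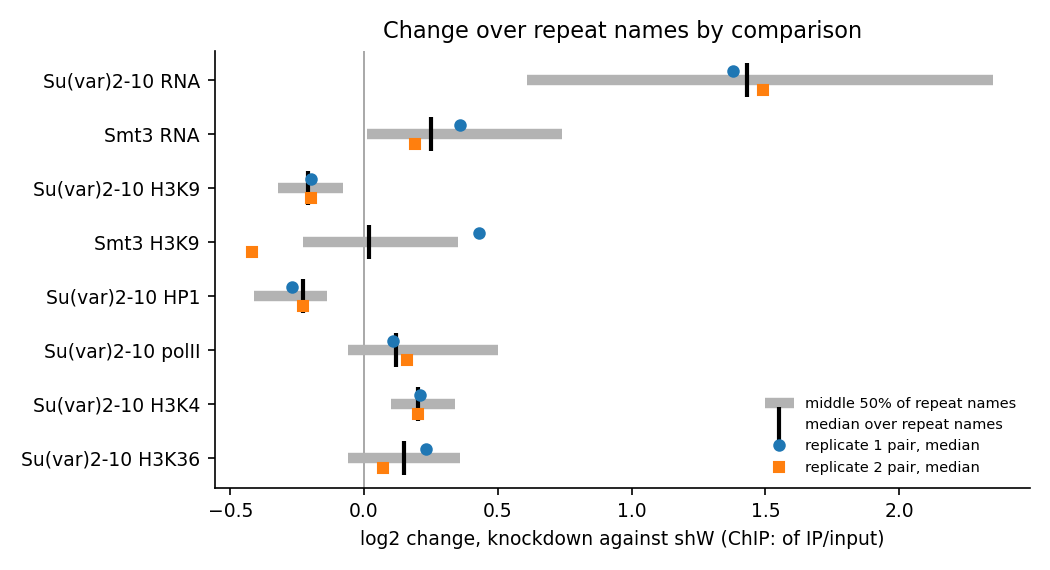
Log2 change of repeat names by comparison, knockdown against shW (x axis; for ChIP the change of IP over input). Black ticks are medians over names, grey bars the middle 50% of names, and blue circles and orange squares the medians of the first and the second replicate pair; the Smt3 H3K9 pairs lie on opposite sides of 0, at 0.43 and -0.42.

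The same comparison was made for the knockdown of Smt3. Of 196 names, 98 changed by edgeR, 87 up and 11 down, and 89 changed with the replicate block. The correlation of equally numbered libraries was -0.14, low enough to raise crossed numbers, and the median log2 changes of the crossed pairs, 0.29 and 0.25, lay near those of the pairs as numbered, 0.36 and 0.19. The median over names was 0.25 (SD 0.12, n = 2 pairs) and 75.5% of names rose. In the planned limma test on log2(RPKM + 1), 21 of 35 names changed, 17 up and 4 down. The largest changes were those of R1_DM and R2_DM, names of elements that insert in ribosomal DNA, and of the telomeric element HETA. R1_DM rose from 0.0154 ± 0.000233 to 7.21 ± 2.6 RPKM (SD, n = 2 each), a log2 change of 8.87 ± 0.17 (SE, edgeR adjusted p 6.93e-253). R2_DM rose from 0.232 ± 2.12e-05 to 62.9 ± 1.7 RPKM (SD, n = 2 each), a log2 change of 8.08 ± 0.16 (SE, edgeR adjusted p 2.51e-241). The input DNA of R2_DM was also higher in shSmt3, by 2.29 ± 0.6 on the log2 scale (SD, n = 2 pairs). HETA rose from 0.134 ± 0.0151 to 2.12 ± 0.0578 RPKM (SD, n = 2 each), a log2 change of 3.98 ± 0.13 (SE, edgeR adjusted p 3.08e-139).

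Of the 31548 bins, 4879 changed in RNA on Smt3 knockdown by edgeR, 2787 up and 2092 down. With the replicate block 5762 changed (correlation of equally numbered libraries 0.02), and 2327 changed in the limma test on log2(RPKM + 0.1). With TMM factors 2532 rose and 2273 fell. With library medians made equal, which centres the bins near 0, 2374 rose and 2411 fell. The largest changes by the rule were in the bin chrUextra_20596001, Uextra from 20596001 to 20597000, and in chr2L_4954001, 2L from 4954001 to 4955000. Both had no reads in shW of this set, with floors of 0.158 and 0.235 RPKM. The sizes and standard errors of their log2 changes therefore depend on how the model handles a count of 0 and are not measured sizes. The Uextra bin reached 22 ± 6.4 RPKM (SD, n = 2), a log2 change of 11.37 ± 0.57 (SE, edgeR adjusted p 2.02e-09). The 2L bin had 547 reads in the second shSmt3 library and 1 in the first, so its log2 change of 10.96 ± 2.45 (SE, edgeR adjusted p 0.00715) rests on 1 library; with DESeq2 its adjusted p was 0.193. On unplaced sequence 40.94% of 171 bins rose, and on chromosome 4 5.52% of 525 bins rose and 5.52% fell.

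Whether the knockdowns differed in their RNA effect was tested directly. The interaction contrast of edgeR found a difference for 154 of 196 names, 141 with a more positive log2 change in Su(var)2-10 and 13 with a more positive one in Smt3, and for 150 names with the replicate block, where the pairing correlations were -0.01 and -0.14. The split is by sign and not by size: BLASTOPIA_LTR, among the 13, had log2 changes of -1.27 in Su(var)2-10 and -0.09 in Smt3. Planned limma on log2(RPKM + 1) found 27 of 35. The experiments used separate shW libraries, and over names the shW libraries of the Smt3 experiment were higher by a median of 0.66 on the log2 scale, so knockdown and experiment cannot be separated. Across names the 2 knockdowns' RNA changes correlated at Pearson r 0.47 (Spearman 0.66).

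**Figure D2:**
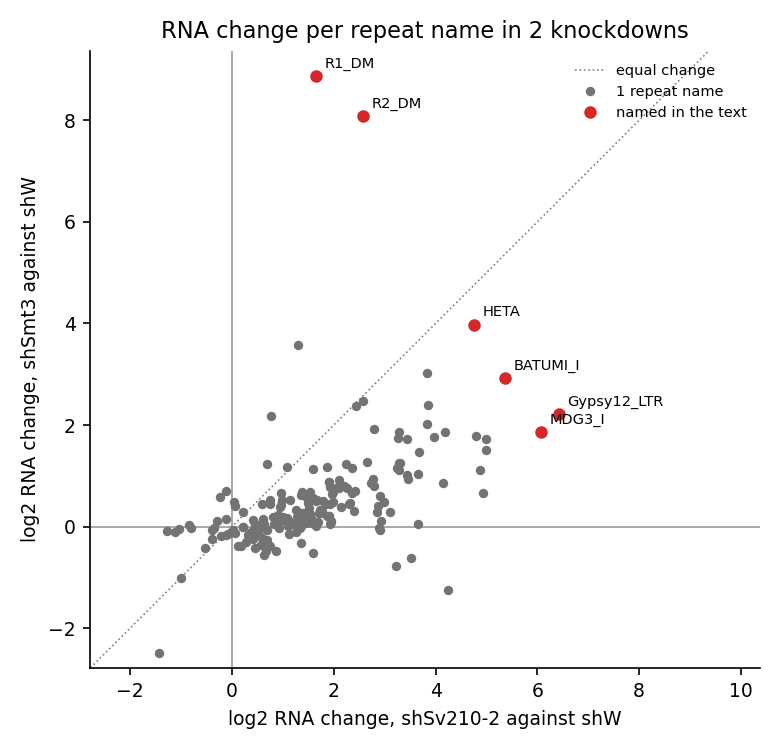
Log2 RNA change of 196 repeat names on Su(var)2-10 knockdown (x axis) and on Smt3 knockdown (y axis), each against its own shW libraries. Each point is a name, red points are those named in the text, and the dotted line marks equal change; R1_DM and R2_DM lie above it and Gypsy12_LTR, MDG3_I, BATUMI_I and HETA below it.

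H3K9 ChIP asked whether the mark at repeats changed. No name of 213 changed on Su(var)2-10 knockdown by edgeR in the fit of both experiments, and 0 had an unadjusted p under 0.05. That fit takes its spread from both experiments, and the Smt3 H3K9 replicates were noisier. Their chi-square per degree of freedom over bins was 8.18 (shW) and 11.17 (shSmt3), against 2.7 (shW) and 2.56 (shSv210) here. The count of 0 therefore does not show that the mark was unchanged. The median log2 change of IP over input was -0.21, at -0.2 in each replicate pair, and 86.4% of names fell. The input itself was higher in the knockdown by a median of 0.13 over all names, and the median fall was smaller without the input. The shared fit with the replicate block also gave 0 names, although the deviations of equally numbered libraries correlated at 0.59. On the 4 libraries of this experiment alone 0 names changed, with 38 at an unadjusted p under 0.05, all down; with the replicate block added, a fit chosen after seeing the data that leaves 1 residual degree of freedom, 97 names fell and 0 rose. The name with the smallest p in the shared fit was DIVER_I, with a log2 change of -0.68 ± 0.29 (SE, edgeR adjusted p 0.989), not past the threshold. Its shW libraries had log2 IP/input values of 1.87 and 1.87, and its knockdown libraries 1.28 and 1.1.

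In bins, 0 of 120121 changed in H3K9 on Su(var)2-10 knockdown by edgeR, with 2295 at an unadjusted p under 0.05, and 0 changed with the replicate block in the shared fit (pairing correlation 0.33). On the 4 libraries of this experiment 2057 changed, 1404 up and 653 down, and 10563 changed with the block as well. Over 14308 bins enriched in H3K9 in the shW libraries of the other experiment, the median log2 change was -0.22, with -0.21 in each replicate pair, and 68% of bins fell. By class the median was 0.05 on the arms, -0.26 on Het scaffolds and -0.32 on chromosome 4.

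On Smt3 knockdown no name of 213 changed in H3K9 by edgeR, with 1 at an unadjusted p under 0.05, and 0 changed with the replicate block (pairing correlation 0.84). The replicate pairs gave opposite medians, 0.43 and -0.42 (SD 0.61, n = 2 pairs), so no direction could be assigned at this spread. R2_DM had the smallest p, with a log2 change of -1.75 ± 0.38 (SE, edgeR adjusted p 0.657), not past the threshold; without the input the change was 0.53. Among bins 0 of 120121 changed, with 2967 at an unadjusted p under 0.05, and 0 changed with the replicate block (pairing correlation 0.66). The median over 12477 enriched bins was -0.03, with 0.3 and -0.4 in the pairs. The difference between the knockdowns in H3K9 was past the threshold for 0 of 213 names, with 1 at an unadjusted p under 0.05, and for 0 with the replicate block.

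HP1, a protein that binds methylated H3K9, was compared on Su(var)2-10 knockdown. Without a block 0 of 213 names changed by edgeR, with 5 at an unadjusted p under 0.05, all down. The replicates differed in depth and their deviations correlated at 0.79 between equally numbered libraries; with the replicate block 152 names changed, 6 up and 146 down. The median log2 change was -0.23 (-0.27 and -0.23 in the pairs) and 90.6% of names fell. The median fall was smaller without the input, which was itself higher in the knockdown. HETA had the smallest p, with a log2 change of -0.97 ± 0.28 (SE, edgeR adjusted p 0.913), not past the threshold; with the replicate block it was -0.98 (edgeR adjusted p 6.83e-06), and without the input it was 0.33. HETA input DNA itself was higher in the knockdown by 1.3 ± 0.07 on the log2 scale (SD, n = 2 pairs).

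RNA polymerase II rose at 18 of 213 names and fell at 0 by edgeR, while with the replicate block 95 changed, 83 up and 12 down (pairing correlation 0.73). The median log2 change was 0.12 (0.11 and 0.16 in the pairs). The largest rises were those of BATUMI_LTR, BEL_LTR and Gypsy12_LTR. BATUMI_LTR rose by 3.89 ± 0.16 (SE) on the log2 scale, with an edgeR adjusted p of 0.00303. BEL_LTR rose by 2.43 ± 0.14 (SE, edgeR adjusted p 0.00555) and Gypsy12_LTR by 2.18 ± 0.2 (SE, edgeR adjusted p 0.0154). In the shallow first replicates BATUMI_LTR and BEL_LTR had as few as 37 and 83 reads.

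H3K4 changed at 57 of 213 names by edgeR, 56 up and 1 down, and at 109 with the replicate block, 103 up and 6 down (pairing correlation 0.16). The median log2 change was 0.2 (0.21 and 0.2 in the pairs). The largest were Gypsy12_LTR, with 3.21 ± 0.12 (SE, edgeR adjusted p 2.19e-09), BATUMI_LTR, with 2.69 ± 0.17 (SE, edgeR adjusted p 2.78e-07), and Invader2_LTR, with 1.54 ± 0.14 (SE, edgeR adjusted p 2.9e-06). With library medians over bins made equal, 31 names changed.

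H3K36 changed at 79 of 213 names by edgeR, 64 up and 15 down, and at 78 with the replicate block (pairing correlation 0.09). The median log2 change was 0.15 (0.23 and 0.07 in the pairs), but it was -0.2 once library medians over bins were made equal, and 13 names then changed, 3 up and 10 down. With TMM factors over bins 45 rose and 34 fell. Such a factor shifts all names alike, and the other settings kept more rises than falls. HSATII had the largest change by the rule, 2.61 ± 0.79 (SE, edgeR adjusted p 0.0322), from 0 to 6 reads per IP library, and it did not pass under 4 of the alternatives. ACCORD_I rose by 2.1 ± 0.08 (SE, edgeR adjusted p 2.68e-86) and Gypsy12_LTR by 1.36 ± 0.08 (SE, edgeR adjusted p 3.93e-46).

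The names chosen for Su(var)2-10 RNA were followed through the other assays, in the fits without the replicate block. H3K9 values are from the fit of both experiments. The RNA libraries carried shSv210-2, while the ChIP titles give only shSv210, so the RNA and ChIP hairpins may differ. With the block 152 names changed in HP1 and 95 in polymerase II, against 0 and 18 without it. For H3K9 the block gave 97 names on the 4 libraries of the experiment and 0 in the shared fit. A name not past the threshold here may therefore pass with the block, and blocked values of these names are not given. Gypsy12_LTR RNA rose by 2.21 ± 0.13 (SE) on Smt3 knockdown, and its H3K9 changed by -0.55 ± 0.3 in Su(var)2-10 and -0.36 ± 0.3 in Smt3, neither past the threshold. MDG3_I RNA rose by 1.86 ± 0.12 on Smt3 knockdown. Its H3K9 change was 0.11 ± 0.49, its HP1 change 0.14 ± 0.28 and its polymerase II change 0.92 ± 0.2, none past the threshold, while H3K4 rose by 0.74 ± 0.09 (edgeR adjusted p 5.88e-05) and H3K36 by 0.95 ± 0.08 (edgeR adjusted p 3.65e-24). BATUMI_I RNA rose by 2.92 ± 0.12 on Smt3 knockdown, its polymerase II signal by 1.47 ± 0.16 (edgeR adjusted p 0.0185) and its H3K4 by 1.27 ± 0.11 (edgeR adjusted p 2.9e-06); its H3K9 change of -0.55 ± 0.43 was not past the threshold.

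**Figure D3:**
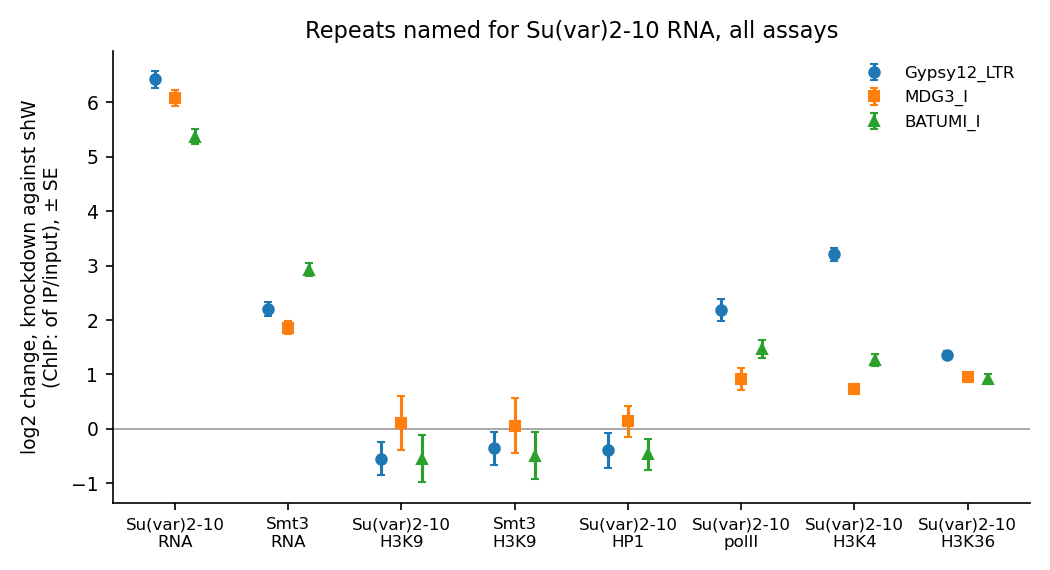
Log2 change of the 3 repeat names with the largest Su(var)2-10 RNA changes (y axis, knockdown against shW, for ChIP of IP over input) in each of the 8 comparisons (x axis). Points are edgeR estimates and bars 1 standard error, for H3K9 from the fit of both experiments. The RNA changes reach 6.42, and the H3K9 and HP1 changes lie between -0.55 and 0.14.

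Over bins enriched in H3K9, the median log2 RNA change was 0.15 on Su(var)2-10 knockdown (2378 bins with enough RNA reads, 0.12 and 0.21 in the pairs) and -0.03 on Smt3 knockdown (1986 bins, 0 and -0.02 in the pairs). On Su(var)2-10 knockdown the medians over 14308 enriched bins were -0.19 for HP1, -0.01 for polymerase II, 0.17 for H3K4 and 0.2 for H3K36. With library medians made equal, the last 2 became -0.03 and -0.2.

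Changes were also compared across names for the 28 pairs of comparisons, without p-values because names are not independent. Titles do not state which Su(var)2-10 hairpin the ChIP libraries carried, so it may differ from that of the RNA. The Su(var)2-10 RNA change correlated with that of polymerase II at Pearson r 0.6 (Spearman 0.59), of H3K4 at 0.62 (Spearman 0.57), of H3K36 at 0.46 (Spearman 0.43), of H3K9 at -0.41 (Spearman -0.31) and of HP1 at -0.29 (Spearman -0.27). H3K9 and HP1 changes correlated at 0.76 (Spearman 0.76). Both are relative to the same inputs, so shared input error adds to this value. The input change itself correlated with the Su(var)2-10 RNA change at 0.44 over 196 names. Division by input therefore moves the correlations of ChIP changes with RNA towards negative values, and the size of this effect was not tested.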

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

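All tests in this part were chosen after the result they bear on was seen.

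The effect on repeat RNA differed between the knockdowns, in the interaction contrast of edgeR, for 154 of 196 names, and the median difference was 1.09 on the log2 scale, with the log2 change more positive in Su(var)2-10 for 173 names and in Smt3 for 23. Library size or scaling was tested by making library medians over bins equal, which left 152 names. Such scaling moves little, since the median RNA change of arm bins was 0.08 for Su(var)2-10 and 0.02 for Smt3. Taking the depth from the 1 kb table also left 152 names. Differences in depth or in bin medians therefore do not account for the pattern, and scaling that affects repeat names only was not tested. A difference between the controls remains open. Over names the shW libraries of the Smt3 experiment were higher than those of the second RNA set by a median of 0.66 (170 names higher, 26 lower), and for the knockdown libraries the same median difference was -0.39. The larger Su(var)2-10 effect may therefore lie in part in lower shW levels. Across names the difference of the effects followed the knockdown libraries more closely, with a correlation of -0.82, against 0.39 for the shW libraries. Both are parts of that difference, so these correlations are not independent of it. In the first RNA set, against another shW library, the medians for hairpins 1 and 2 were 0.83 and 1.24 over 182 names. Both lay above the Smt3 median of 0.25, but that set has no replicates and no Smt3 library. Each knockdown was made in its own experiments with its own controls. The pattern therefore cannot be told apart from a difference between library batches or control flies. A difference in knockdown strength is also open, since the level of the targeted transcripts was not analysed.

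Input DNA was used only as the denominator of the ChIP values, yet it differed between hairpins. Over 4 telomeric names, listed before the data were examined, the median log2 difference between shSv210 and shW inputs was 1.19 (1.15 in the first and 1.23 in the second replicate), against 0.12 for the other names, and at percentile 100 of 10000 random lists matched on input reads. HETA was higher by 1.3 ± 0.07, TAHRE by 1.27 ± 0.08 and TART by 1.11 ± 0.04, and TART_B1 by 0.44 ± 0.04 (SD, n = 2 pairs each). In the Smt3 experiment the median was 0.47 (0.56 and 0.25). Taking the depth from the 1 kb table gave 1.17, so the choice of depth does not account for it. A single odd library does not either, since over 213 names the input differences of the replicates correlated at 0.84. RNA carried into the DNA libraries was set against the RNA changes: the correlation over 196 names was 0.44, and 0.42 without the telomeric names. A positive correlation is what carried RNA would give; the value lay under a cutoff of 0.5 chosen after the pattern was seen, which does not exclude this explanation, and it stays open. Of 31 names with an RNA change of at least 3, 9 had an input change above 0.5 and 1 had one below 0. A difference between fly lines could not be excluded. The shW inputs of the Smt3 experiment were higher over the telomeric names than those of the Su(var)2-10 experiment by a median of 0.51. These inputs come from separate experiments, and no test separated library batch from fly line. More telomeric DNA after knockdown, longer telomeres in one line and RNA in the DNA libraries are explanations that these libraries cannot separate. Ratios to input of these names carry the difference: the HP1 change of HETA was -0.97 with the input and 0.33 without it.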

How the results depend on the processing

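All 482 alternative values for 52 results under 22 settings were compared with the main values, and 366 were kept. For counts and medians 183 were kept, 96 moved and 8 were reversed; for single names and bins 183 were kept, 7 were weaker, 3 stronger and 2 reversed. A count was kept if it changed by a factor of at most 1.5. A median was kept if it stayed within the SD of its replicate pairs. For Smt3 H3K9 these SDs were 0.61 over names and 0.49 over enriched bins, around medians of 0.02 and -0.03. Those medians could therefore change sign and still be kept. Counts with no changed feature were kept as long as none passed. The number kept is therefore not a measure of robustness. The cause of a move was not tested. DESeq2, the bin totals as depth, and the fit with 4 libraries and block were chosen after seeing the data.

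Counts of repeat names in the planned limma test on log2(RPKM + 1) were 26 for Su(var)2-10 RNA, 21 for Smt3 RNA, 6 for polymerase II, 26 for H3K4, 30 for H3K36 and 27 for the RNA difference between knockdowns. With log2(RPKM + 0.1) they were 29, 21, 4, 27, 36 and 27, and 2327 Smt3 RNA bins changed. With a minimum log2 change of 1, 3990 Su(var)2-10 and 1552 Smt3 RNA bins changed, and 40 names in Smt3 RNA, 13 in H3K4 and 4 in H3K36. DESeq2 gave 2614 Smt3 RNA bins, 1 name and 12 bins in Smt3 H3K9, and 28 names in polymerase II. With the first RNA set 4256 Su(var)2-10 RNA bins changed, and the median over names was 1.2. On its own 4 libraries Su(var)2-10 H3K9 changed at 2057 bins, and with the block as well at 97 names and 10563 bins. The replicate block gave 152 names in HP1, 95 in polymerase II and 109 in H3K4. Without input, polymerase II changed at 32 names. With library medians made equal, 31 names changed in H3K4 and 13 in H3K36.

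Without input, the Su(var)2-10 medians over names were -0.07 in H3K9, -0.11 in HP1, 0.25 in polymerase II and 0.32 in H3K4. Over enriched bins they were -0.13 in H3K9, -0.09 in HP1 and 0.05 in polymerase II, the last reversed. R2_DM in Smt3 H3K9 (0.53) and HETA in HP1 (0.33) were also reversed. With library medians made equal, the medians over names were -0.31 in H3K9, -0.38 in HP1, 0.19 in polymerase II, 0.06 in H3K4 and -0.2 in H3K36, the last reversed. Over enriched bins they were 0.06 in Su(var)2-10 RNA, -0.06 in Smt3 RNA and -0.27 in H3K9, and reversed in H3K4 (-0.03) and H3K36 (-0.2).

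On log2(RPKM + 1), the medians over names were 0.25 in Su(var)2-10 RNA, 0.05 in Smt3 RNA, -0.17 in H3K9, -0.19 in HP1, 0.07 in polymerase II and 0.1 in H3K4, and over enriched bins -0.19 in H3K9 and 0.09 in H3K4. On log2(RPKM + 0.1) they were 0.91 in Su(var)2-10 RNA, -0.2 in H3K9 and 0.18 in H3K4, and -0.21 in H3K9 over enriched bins. With bin totals as depth they were 1.52 in Su(var)2-10 RNA, -0.25 in H3K9, -0.35 in HP1, 0.19 in polymerase II and 0.26 in H3K4. With enriched bins of log2 IP/input at least 2, medians were 0.41 in Su(var)2-10 RNA, 0.03 in Smt3 RNA (reversed), -0.28 in H3K9 and -0.34 in HP1.

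Leaving out each library in turn was done for medians only, since a fit would keep 1 library in an arm. Over names the medians ranged from 1.3 to 1.51 in Su(var)2-10 RNA, -0.26 to -0.15 in H3K9, -0.49 to -0.05 in HP1, 0.06 to 0.3 in polymerase II and 0.19 to 0.22 in H3K4. Over enriched bins they ranged from -0.04 to 0 in Smt3 RNA, -0.23 to -0.16 in H3K9, -0.34 to 0.01 in HP1, -0.1 to 0.1 in polymerase II, 0.12 to 0.24 in H3K4 and 0.05 to 0.35 in H3K36; HP1 was reversed without 1 library and polymerase II without 2.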

Other observations

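The test of the list of elements expressed in follicle cells was written before the data were examined; the other tests in this part were chosen after the pattern was seen.

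The driver acts in the germline, so elements expressed mainly in somatic follicle cells were predicted to change less. A list of such families, written beforehand, matched 17 names. Their median log2 RNA change was 1.57 on Su(var)2-10 knockdown, at percentile 67 of 10000 random lists matched on expression, and 0.17 on Smt3 knockdown, at percentile 26.4. The list did not stand apart from random lists in either knockdown, so these data give no sign of the predicted lower change. The percentile at which the list would count as not lower was set to 5 only after both percentiles had been seen. Within the list Gypsy_I had the largest Su(var)2-10 change, 4.24 in the second RNA set, but only 0.51 and 0.5 with hairpins 1 and 2 in the first. Its change on Smt3 knockdown was -1.24. Its shW level was 0.234 ± 0.0116 RPKM in the second set and 8.75 ± 0.822 RPKM in the Smt3 set (SD, n = 2 each), and its shW input was higher by 1.28 on the log2 scale in the Smt3 experiment. Within the experiments its input differed between knockdown and shW by 0.19 ± 0.03 and 0.12 ± 0.18 (SD, n = 2 pairs each). The source of the difference between the RNA sets was not tested.

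Bins with at least 50 reads in 1 library and at most 1 read in its replicate were counted in the 8 replicated RNA libraries. The second shSmt3 library had 37 such bins with 12595 reads in 18 separate regions, and each of the other 7 libraries had 0. All 25 of these bins that entered the RNA test were called changed on Smt3 knockdown by edgeR, among them the bin on 2L named in the report. After thinning to the depth of its replicate 35 bins stayed, but the libraries were close in depth (16674647 and 15400025 reads), so this test had little power to remove any bin. Reads from another RNA library of the series do not account for them: scaled to equal library totals, the bins had 755 reads in this library and at most 9.03 in any other. RNA of another tissue in this dissection may be a source, but genes at these positions were not analysed here and no biological explanation was tested.

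Mitochondrial bins held 0.764% and 0.506% of reads in the shW libraries of the second RNA set and 0.0026% and 0.00272% in its knockdown libraries. A knockdown effect was tested against the controls of the Smt3 experiment, which also lacked these reads: RNA and input shW libraries there held at most 0.0101%, while shW inputs of the Su(var)2-10 experiment held 0.822% and 1.41%. Other Su(var)2-10 knockdown libraries kept the reads. In the first RNA set hairpins 1 and 2 held 0.913% and 1.19%, against 0.478% in shW, and shSv210 inputs held 0.484% and 1.02%. The shSmt3 RNA and input libraries held at most 0.00328%, and their shW controls lacked the reads too. The scarcity therefore does not follow the knockdown. Across 12 mitochondrial bins the reads left in the knockdown libraries followed the profile of the shW libraries (Pearson r 0.9 of log2 reads), although the log2 ratio ranged from -11.17 to -5.5. Such a correlation would also follow from an overall fall in mitochondrial RNA, and the width of that range goes against even removal, so the profile does not tell the explanations apart. The cause stays open, and the fall of all 12 bins in the report is not read as an effect of the knockdown.

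R2_DM rose in RNA on Smt3 knockdown and was also higher in shSmt3 input DNA, by 2.72 and 1.87 in the replicates, and R1_DM by 1.93 and 0.57. The first shSmt3 input was an unusual library, with 0.378% of reads on chromosome 4 against 1.094% in its replicate, but R2_DM was higher by 1.87 in the second replicate as well. More copies in the DNA do not account for the RNA change, which exceeded the DNA change by at least 5.37. Whether ribosomal DNA differs between the fly lines was not tested.

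Some bins lacked DNA reads in one hairpin or experiment. In shSmt3 the bin chrX_15691001, X from 15691001 to 15692000, had 0 reads in both RNA libraries and both inputs, against 222 and 146 RNA reads and 76 and 90 input reads in shW. Between the shW inputs of the ChIP experiments, 16 bins with at least 50 reads in each Smt3-experiment library had at most 1 read in each Su(var)2-10-experiment library. Of these, 8 lay between 23001 and 33000 on 3L; 1 of them, from 32001 to 33000, had 110 and 63 reads in the shSv210 inputs. In the other direction, 2 bins present in the Su(var)2-10-experiment shW inputs were absent from those of the Smt3 experiment. The X bin and the bin from 32001 to 33000 on 3L differed between hairpins of the same experiment, in both replicates. The arm bins among the 16 had 0 reads in both Su(var)2-10-experiment shW inputs and 54 to 132 in each Smt3-experiment one. For these bins that argues against a batch difference in depth or noise. Other differences between library batches were not separated from fly line, and no further test was made.

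On chromosome 4, 339 of 525 bins had a negative log2 RNA change on Su(var)2-10 knockdown, and the chromosome's share of RNA reads was 1.95% in shW and 1.5% in the knockdown. Less DNA of the chromosome does not account for it, since its share of input reads was higher in the knockdown, by 0.14 on the log2 scale. The cause was not tested further.

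All-or-none bins, with at most 1 read in both libraries of one hairpin and at least 50 in both of the other, were more frequent in one direction. In the second RNA set 100 bins were absent in shW and present in the knockdown, 39 of them on the arms, 32 on Het scaffolds and 29 on unplaced sequence, and 9 were the reverse. Of the 100, 86 had at most 1 read in shW of the first set as well, and 91 had more reads with hairpin 2 than with shW there. In the Smt3 set 10 bins were absent in shW and 2 were absent in the knockdown.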
